# Intestine epithelial–specific hypoxia-inducible factor-1α overexpression ameliorates western diet–induced MASLD

**DOI:** 10.1097/HC9.0000000000000572

**Published:** 2024-11-25

**Authors:** Manman Xu, Madison S. Taylor, Bradford G. Hill, Xiaohong Li, Eric C. Rouchka, Craig J. McClain, Ming Song

**Keywords:** DMOG, fructose, glucose tolerance, hepatic steatosis, RNA-seq

## Abstract

**Background:**

Intestine epithelial hypoxia-inducible factor-1α (HIF-1α) plays a critical role in maintaining gut barrier function. The aim of this study was to determine whether pharmacological or genetic activation of intestinal HIF-1α ameliorates western diet–induced metabolic dysfunction–associated steatotic liver disease.

**Methods:**

Metabolic effects of pharmacological activation of HIF-1α by dimethyloxalylglycine were evaluated in HIF-α luciferase reporter (ODD-luc) mice. Male and/or female intestinal epithelial–specific Hif1α overexpression mice (Hif1α^LSL/LSL;VilERcre^) and wild-type littermates (Hif1α^LSL/LSL^) were fed with regular chow diet, high fructose (HFr) or high-fat (60% Kcal) high-fructose diet (HFHFr) for 8 weeks. Metabolic phenotypes were profiled.

**Results:**

Dimethyloxalylglycine treatment led to increased intestine HIF-α luciferase activity and decreased blood glucose levels in HFr diet–fed male ODD-luc mice. Male Hif1α^LSL/LSL;VilERcre^ mice exhibited markedly improved glucose tolerance compared to Hif1α^LSL/LSL^ mice in response to HFr diet. Eight weeks HFHFr feeding led to obesity in both Hif1α^LSL/LSL;VilERcre^ and Hif1α^LSL/LSL^ mice. However, male Hif1α^LSL/LSL;VilERcre^ mice exhibited markedly attenuated hepatic steatosis along with reduced liver size and liver weight compared to male Hif1α^LSL/LSL^ mice. Moreover, HFHFr-induced systemic inflammatory responses were mitigated in male Hif1α^LSL/LSL;VilERcre^ mice compared to male Hif1α^LSL/LSL^ mice, and those responses were not evident in female mice. Ileum RNA-seq analysis revealed that glycolysis/gluconeogenesis was up in male Hif1α^LSL/LSL;VilERcre^ mice, accompanied by increased epithelial cell proliferation. Moreover, an in vitro study showed that HIF stabilization enhances glycolysis in intestine organoids.

**Conclusions:**

Our data provide evidence that pharmacological or genetic activation of intestinal HIF-1α markedly ameliorates western diet–induced metabolic dysfunction–associated steatotic liver disease in a sex-dependent manner. The underlying mechanism is likely attributed to HIF-1α activation–induced upregulation of glycolysis, which, in turn, leads to enhanced epithelial cell proliferation and augmented gut barrier function.

## INTRODUCTION

Metabolic dysfunction–associated steatotic liver disease (MASLD) is the most common liver disease and affects more than 30% of the population in the United States and worldwide.^1^ Crosstalk between the gut microbiota and liver controls gastrointestinal and liver health.^2^ Emerging evidence suggests that impaired gut barrier function plays a critical role in the development of MASLD.^3^^–^^5^ Specific nutrients, including fat and fructose, have been shown to disrupt gut barrier function and facilitate the progression of obesity and MASLD through alterations of gut microbial activities.^6^^,^^7^ The impaired gut barrier integrity leads to bacteria translocation and systemic inflammation,^8^ which play a causal role in the development of metabolic syndrome and MASLD.^9^

The gut barrier is composed of several layers, including the mucus layer, the epithelial cell layer, and the vascular barrier.^4^ Stimulation of epithelial cell proliferation by activation of signaling pathways that control tissue regeneration has been shown to rescue gut barrier function in high-fructose diet–fed mice and, in turn, inhibit hepatic de novo lipogenesis and subsequent hepatic steatosis.^7^^,^^10^

HIF is a master transcriptional factor in the adaption to hypoxia and plays a critical role in the maintenance of gut barrier function.^11^ Physiological hypoxia is an important characteristic of a healthy gut and is maintained, in part, by the crosstalk between the host and the gut microbiota. The gut microbiota–generated short-chain fatty acid, butyrate, is an important energy source of colonocytes. Butyrate is metabolized through mitochondrial β-oxidation and consumes oxygen, thereby depleting oxygen, which consequently activates HIF-1 and its target genes. This, in turn, favors normal barrier function.^11^ Conversely, depletion of gut microbiota or butyrate-producing bacteria leads to metabolic reprogramming from β-oxidation to anaerobic glycolysis and consumes less oxygen, which disrupts intestine physiological hypoxia and results in pathogen colonization and impaired barrier function.^11^^,^^12^

HIF-1 activation protects against experimental colitis with improved gut epithelial barrier function,^13^ yet its role in MASLD remains elusive. The aim of this study is to test whether intestine HIF-1 activation is beneficial in the improvement of MASLD induced by fructose-containing western diet. Here, we report that pharmacological activation of HIF-1 and genetic overexpression of intestine epithelial HIF-1 markedly improves western diet–induced MASLD in murine models, likely through upregulation of glycolysis, leading to intestine epithelial cell proliferation and enhanced gut barrier function.

## METHODS

A detailed description of the methodology is provided in the Supplemental Methods, http://links.lww.com/HC9/B80.

### Statistical analysis

Data are expressed as mean ± SD and were analyzed using unpaired *t* test, Mann-Whitney test, 1-way or 2-way ANOVA followed by the Tukey multiple comparison test. Differences at *p* ≤ 0.05 were considered to be statistically significant.

## RESULTS

### Pharmacological activation of hypoxia-inducible factor-1α activity abrogated dietary high-fructose–induced hyperglycemia

To test whether pharmacological activation of HIF-1 improves the dietary fructose–induced metabolic phenotype and gut microbiota dysbiosis, we treated male ODD-luc mice with the hydroxylase inhibitor, dimethyloxalylglycine (DMOG), through i.p. injection, a protocol that has been shown to cause HIF-1 activation in vivo.^13^ Meanwhile, the mice were ad libitum fed with 30% fructose or 30% glucose (w/v) in drinking water for 2 weeks (Figure 1A). DMOG-induced intestinal hypoxia-inducible factor-1α (HIF-1α) activation was validated by HIF-1α luciferase activity (Figures 1B, C). Notably, DMOG treatment abrogated high fructose (HFr)-induced hyperglycemia (Figure 1D). Moreover, DMOG treatment led to a remarkable alteration of gut microbiota composition in fructose-fed mice (*p* = 0.009) and a trend of alteration in glucose-fed mice (*p* = 0.05) as shown by β-diversity (unweighted_unifrac) and taxonomic composition (Figures 1E, F). These data suggest that systemic DMOG treatment leads to intestinal HIF-1 activation, which is associated with an improved metabolic phenotype. Therefore, the data provided evidence of therapeutic potential of DMOG in the treatment of fructose-induced metabolic disorders.

**FIGURE 1:**
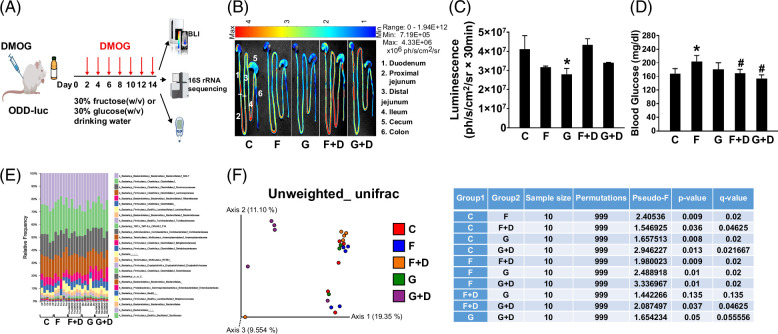
Pharmacological activation of intestine HIF-1α improves blood glucose associated with altered gut microbiome in male ODD-luc mice. (A) Experimental design for pharmacological activation of intestine HIF-1α on the alteration of metabolic phenotypes (created with BioRender.com). (B) Representative pictures of BLI at 15 minutes after D-luciferin injection. (C) Quantification of BLI. (D) Blood glucose (nonfasted). (E) Cecum gut microbiota composition at the family level (16S rRNA sequencing results), and (F) β-diversity (unweighted-unifrac). Data represent means ± SD (n = 5), *, ^#^ *p* < 0.05, 1-way ANOVA. * versus C, # versus F. Abbreviations: BLI, bioluminescence imaging; C, control; D, DMOG; F, fructose; G, glucose; HIF-1α, hypoxia-inducible factor-1α.

### Intestine-specific HIF-1α overexpression improves HFr-induced glucose intolerance

To validate the role of intestinal HIF-1 in the regulation of fructose-induced MASLD and metabolic phenotypes, male intestine–specific HIF-1α overexpression mice were chronically fed with a high-fructose diet (HFr) for 8 weeks (Figure 2A). Eight-week HFr feeding did not lead to obvious obesity in both Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ male mice (Figures 2B, C) despite increased calorie intake in Hif1α^LSL/LSL;VilERcre^ mice (Figure 2D). To determine the effect of intestine-specific HIF-1α overexpression on glucose metabolism, we performed a glucose tolerance test and insulin tolerance test on mice exposed to the experimental diet for 5 and 7 weeks, respectively. Glucose tolerance was significantly improved in Hif1α^LSL/LSL;VilERcre^ mice exposed to HFr compared to the control (Hif1α^LSL/LSL^) mice, while insulin action was not altered by intestine-specific HIF-1α overexpression as shown by glucose tolerance test and insulin tolerance test (Figure 2E). Eight-week HFr feeding did not induce obvious hepatic steatosis (Figures 2F, G) and liver injury as shown by plasma ALT and AST (Figure 2H), in both Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice. Nonetheless, hepatic triglyceride content was significantly lower in the Hif1α^LSL/LSL;VilERcre^ mice exposed to HFr compared to the control mice (Figure 2G). Overall, these data suggest that intestine-specific HIF-1α overexpression is protective against HFr-induced metabolic phenotypes.

**FIGURE 2:**
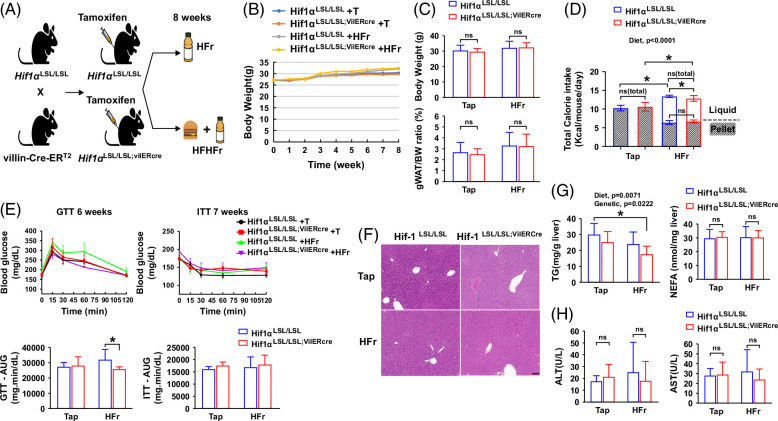
Intestine-specific HIF-1α overexpression improves HFr diet–induced glucose intolerance in male mice. Male Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice were fed with HFr for 8 weeks. (A) Schematic overview of generation of intestinal epithelial–specific HIF-1α overexpression mice and diet-induced MASLD models (created with BioRender.com). (B) BW growth trajectory. (C) BW and gWAT/BW ratio. (D) Calorie intake (n = 8–9, male). (E) GTT, ITT, and calculated AUC (n = 4–5). (F) Representative photomicrographs of the H&E staining of the liver section. Scale bar, 100 μm. (G) Hepatic TG and NEFA (n = 8–9). (H) Plasma ALT and AST (n = 8–9). Data represent means ± SD. Statistical significance was set to *p < 0.05, 2-way ANOVA followed with Tukey’s multiple comparison test or Mann-Whitney test. Abbreviations: BW, body weight; GTT, glucose tolerance test; gWAT, gonadal white adipose tissue; H&E, hematoxylin and eosin; HFr, high-fructose; HIF-1α, hypoxia-inducible factor-1α; ITT, insulin tolerance test; NEFA, nonesterified fatty acid; TG, triglyceride.

### Intestine-specific HIF-1α overexpression attenuates high-fat high-fructose-induced steatosis in male mice

To further validate the beneficial role of intestine-specific HIF-1α overexpression on the improvement of metabolic phenotypes, we fed mice with HFr in the presence of a high-fat diet (60% Kcal fat) (HFHFr), which is known to induce obesity and MASLD.^14^ Eight-week HFHFr feeding led to obvious obesity in both Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ male mice (body weight [BW], 52.3 vs. 30.3 g, HFHFr-fed versus chow-fed male Hif1α^LSL/LSL^ mice). However, intestine-specific HIF-1α overexpression did not lead to significant differences in BW, BW increase, and gonadal white adipose tissue/BW ratio in both male and female mice (Figures 3A, B). There were no significant differences in the total calorie intake between Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice in both males and females, despite a mild but significant increased calorie intake in terms of fructose in Hif1α^LSL/LSL^ mice (Figure 3C). Liver size and liver weight trended lower in the male Hif1α^LSL/LSL;VilERcre^ mice compared to the male Hif1α^LSL/LSL^ mice. Female mice exhibited a lower liver weight and liver weight/BW ratio compared to the male mice, and no significant differences were observed between female Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice (Figures 3D, E). Eight-week HFHFr feeding led to severe hepatic steatosis in male Hif1α^LSL/LSL^ mice, and that was attenuated in Hif1α^LSL/LSL;VilERcre^ mice. Female mice developed moderate steatosis when exposed to the HFHFr diet. No significant differences were observed in hepatic steatosis between female Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice. Plasma ALT and AST trended to decrease in male Hif1α^LSL/LSL;VilERcre^ mice. Female mice displayed opposite trends in terms of ALT and AST (Figures 3F, G). However, no statistical difference was reached. Of note, HFHFr feeding led to obvious adipose tissue inflammation in male Hif1α^LSL/LSL^ mice as shown by pronounced crown-like structures and that was markedly reduced in male Hif1α^LSL/LSL;VilERcre^ mice. No obvious adipose tissue inflammation was observed in either Hif1α^LSL/LSL^ or Hif1α^LSL/LSL;VilERcre^ female mice (Figures 3H, I). Collectively, these data further demonstrated the beneficial role of intestine-specific HIF-1 overexpression in protecting against western diet–induced MASLD.

**FIGURE 3:**
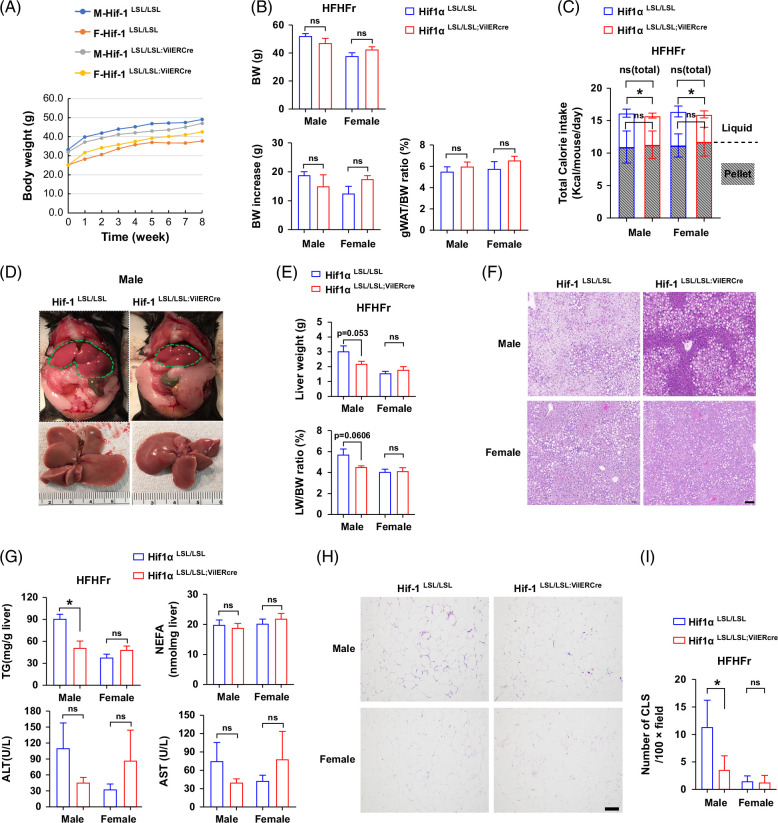
Intestine-specific HIF-1α overexpression attenuates HFHFr-induced steatosis in male mice. Male and female Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice were fed with HFHFr for 8 weeks. (A) BW growth trajectory. (B) BW, BW increase, and gWAT/BW ratio (n = 6–7, male; n = 5, female). (C) Calorie intake (n = 6–7, male; n = 5, female). (D) Representative gross morphology of liver in male Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice. The green dotted line defines the liver. (E) LW and LW/BW ratio (n = 6–7, male; n = 5, female). (F) Representative photomicrographs of H&E staining of liver section. Scale bar, 100 μm. (G) Liver TG, NEFA, plasma ALT, and AST (n = 6–7, male; n = 5, female). (H) Representative photomicrographs of the H&E staining of gWAT section. Scale bar, 100 μm. (I) Quantitation of CLSs in gWAT (5–10 field/mouse, n = 3). Data represent means ± SD. Statistical significance was set to *p < 0.05, Unpaired *t* test. Abbreviations: BW, body weight; CLS, crown-like structure; gWAT, gonadal white adipose tissue; H&E, hematoxylin and eosin; HFHFr, high-fat high-fructose; HIFα, hypoxia-inducible factor-1α; LW, liver weight; NEFA, nonesterified fatty acid; TG, triglyceride.

### Intestine-specific HIF-1α overexpression attenuates HFHFr-induced systemic inflammatory response

A major function of HIF-1 in the intestine is to maintain gut barrier function and integrity.^11^ Hence, we proposed that forced overexpression of intestine HIF-1α would enhance the gut barrier function. To this end, we sought to examine hepatic and systemic inflammatory responses and bacteria translocation. Our data show that the number of hepatic macrophages (F4/80 positive staining cell) was markedly reduced in male Hif1α^LSL/LSL;VilERcre^ mice compared to Hif1α^LSL/LSL^ mice when chronically fed with HFHFr. However, the difference was not obvious in female mice (Figure 4A). In line with this, real time quantitative PCR results showed that hepatic bacterial DNA copy number was significantly reduced in male Hif1α^LSL/LSL;VilERcre^ mice compared to the male Hif1α^LSL/LSL^ mice, suggesting reduced bacteria translocation and that effect was not evident in female mice (Figure 4B). Consistent with this, plasma lipopolysaccharide was significantly decreased in male Hif1α^LSL/LSL;VilERcre^ mice compared to the male Hif1α^LSL/LSL^ mice, and no differences were observed in female mice. Cecal albumin content, which is a reflection of intestinal permeability,^15^ was higher in male Hif1α^LSL/LSL^ mice than in male Hif1α^LSL/LSL;VilERcre^ mice, although the difference did not reach statistical significance. There was no obvious difference in female mice in terms of cecal albumin content (Figure 4C). Using a cytokine array, we identified that plasma chemokines, C-C motif chemokine ligand 6 (CCL6) and insulin-like growth factor binding protein 6, were markedly decreased in male Hif1α^LSL/LSL;VilERcre^ mice compared to the male Hif1α^LSL/LSL^ mice, and the changes of plasma CCL6 level were validated by ELISA. However, plasma CCL6 was detected at a very low level in chow-fed mice, and no significant differences were observed between Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ male mice in response to HFr feeding (Figures 4D, E). Collectively, these data suggest that intestine HIF-1α overexpression results in augmented gut barrier function, as shown by decreased hepatic and systemic inflammatory response and bacterial translocation when exposed to HFHFr.

**FIGURE 4:**
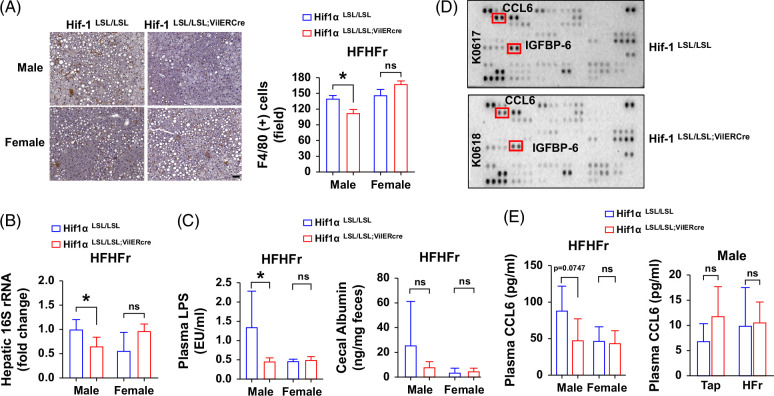
Intestine-specific HIF-1α overexpression attenuates HFHFr-induced systemic inflammatory response and bacteria translocation in male mice. Male and female Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice were fed with HFHFr for 8 weeks. (A) Representative photomicrographs (left panel) and quantitation (right panel) of IHC staining of F4/80 in the liver section (n = 6, male; n = 4–5, female). Scale bar, 50 μm. (B) Hepatic total 16S bacterial rRNAs normalized to host 18S rRNA (n = 5–6, male or female). (C) Plasma LPS and cecal albumin (n = 4–7, male or female); (D) Representative photomicrographs of cytokine array of plasma in male mice (n = 6/group, 1 dot represents the pulled results of 3 different plasma samples from the same group). (E) Plasma CCL6 level by ELISA (n = 4–6, male; n = 5, female). Left, HFHFr; Right, HFr. Data represent means ± SD. Statistical significance was set to *p < 0.05, Unpaired *t* test. Abbreviations: CCL6, C-C motif chemokine ligand 6; HFHFr, high-fat high-fructose; HIFα, hypoxia-inducible factor-1α; IGFBP6, insulin-like growth factor binding protein 6; IHC, immunohistochemical; LPS, lipopolysaccharide.

### Intestine-specific HIF-1α overexpression leads to metabolic reprogramming toward glycolysis

To understand the mechanisms of intestine HIF-1α overexpression on gut barrier function, we performed ileum bulk RNA-seq analysis in male Hif1α^LSL/LSL^ and Hif1α^LSL/LSL;VilERcre^ mice. 

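Ileum RNA from 3 Hif1α LSL/LSL;VilERcre mice was compared with ileum RNA from 3 Hif1α LSL/LSL littermates. In the former, a Cre recombinase driven by the villin promoter and activated by tamoxifen switches on HIF-1α in the intestinal epithelium; the latter carry the allele without Cre, received tamoxifen as well and are called flox controls here. The sources name the tissue and no cell fraction, so RNA of muscle, immune and other cells of the ileum is not ruled out. The paper calls these mice male. The sample labels give 2 males and 1 female in each group, with the female as replicate 3. The paper's text does not name which of its diets these mice received. The authors aligned paired reads of 150 bp from polyadenylated RNA to GRCm38 with HISAT2, counted fragments per gene with featureCounts, divided the counts by a DESeq2 size factor for each library and also gave FPKM. The table analysed here lists 923 genes, each with an unadjusted DESeq2 p under 0.05 in the authors' test of 19204 genes. Genes outside it are called not listed here, and their expression was not analysed. The library totals implied by the deposited FPKM values, which are not whole numbers and so need not be fragments counted, were 22542061, 24905343 and 23265792 for flox replicates 1, 2 and 3 and 23730552, 20828465 and 18918341 for overexpression replicates 1, 2 and 3. Counts over the listed genes alone summed to 1176370, 1423766 and 1333878 in the flox libraries and to 1451142, 1303309 and 1170046 in the overexpression libraries. The deposited size factors ran from 0.86 to 1.14. Levels below are size-factor-normalized counts as mean ± SD over the 3 libraries of a group. Log2 fold changes with standard errors are from edgeR's quasi-likelihood test on the deposited counts of the 785 listed genes for which the authors' table holds an adjusted p, scaled by the deposited size factors, with Benjamini-Hochberg adjustment over the 19204 genes. The other 138 genes had a mean of at most 4.16 normalized counts. Because the listed genes were chosen by their p in the same libraries, their fold changes lean high, and no share of all genes was computed.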

Gene ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed to identify the signaling pathways altered by intestine HIF-1α overexpression. 

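Most genes that passed the threshold were higher in Hif1α LSL/LSL;VilERcre mice. The authors' deposited table holds 77 genes with an adjusted p under 0.05, of which 64 were higher and 13 lower than in flox controls. Among genes that passed in that table with a mean of at least 50 normalized counts and no overlap between the groups, leaving out predicted genes, clones, pseudogenes and immunoglobulin segments, the 10 largest rises were in Slc16a3, Ndufa4l2, Bnip3, Ak4, Pfkl, Klrb1, Aldoc, Acta1, Fam162a and Eno1b. Acta1, the actin of skeletal muscle, averaged 738 ± 189 (SD, n = 3) normalized counts against 203 ± 73.0 (SD, n = 3) in flox controls, a log2 fold change of 1.87 (standard error 0.28, adjusted p = 0.0438 from edgeR). It passed edgeR in 0 of 6 fits that each left out 1 library (adjusted p from 0.0544 to 0.320) and also missed the threshold with sex as a covariate (adjusted p = 0.0722), with TMM over the listed genes and with limma. Under the same rule, 6 genes were lower, namely Cyp3a11, Defb37, Me3, Cyp4b1, Agmo and Tmem144. Cyp3a11, a drug-metabolizing cytochrome of enterocytes and liver, fell from 860 ± 105 (SD, n = 3) to 263 ± 83.2 (SD, n = 3), a log2 fold change of -1.71 (standard error 0.23, adjusted p = 0.0215 from edgeR). This single lower call of edgeR was kept in 1 of 6 fits that each left out 1 library, the one without overexpression replicate 2 (adjusted p from 0.0181 to 0.17 over the 6), and was lost with sex as a covariate (adjusted p = 0.0591), in males only and with limma. Gapdh and Cyp3a44, with changes as large as some of these, missed the threshold in the authors' deposited table. Defb37, a beta-defensin, had a log2 fold change of -1.40 (standard error 0.32) and Cyp4b1, another cytochrome, one of -0.86 (standard error 0.20). Both passed in the authors' deposited table and neither in edgeR, with adjusted p = 0.493 and 0.509. In 76 of the 77 genes, the 3 libraries of one group lay above all 3 of the other. Chance gives this for 10% of unselected genes, but the 77 were selected by their p in the same libraries, which favors it. On the listed genes, edgeR's quasi-likelihood test called 22 genes, 21 higher and 1 lower, all of them among the 77, and DESeq2 called 73, with 65 among the 77. The edgeR count was 13, 13 and 7 without flox replicate 1, 2 and 3 and 4, 9 and 12 without overexpression replicate 1, 2 and 3.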

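Genes of nearly every step of glycolysis were higher in Hif1α LSL/LSL;VilERcre ileum. Of 66 genes of glycolysis and gluconeogenesis, 17 were listed and all 17 were higher, 14 of them with an adjusted p under 0.05 in the authors' deposited table. With edgeR, 8 passed over all genes tested, and 16 passed when adjusted over the list alone, which is not independent evidence because the study ranked this pathway on these samples. Pfkl, the liver-type phosphofructokinase of the committed step, lies on chromosome 10 of GRCm38 from 77986947 to 78010083. It has the identifier ENSMUSG00000020277 and averaged 3681 ± 169 (SD, n = 3) normalized counts against 974 ± 196 (SD, n = 3) in flox controls, a log2 fold change of 1.92 (standard error 0.17, adjusted p = 0.00199 from edgeR). Pgk1, phosphoglycerate kinase, lies on chromosome X from 106187100 to 106203699 and rose from 4103 ± 394 (SD, n = 3) to 12401 ± 467 (SD, n = 3), a log2 fold change of 1.60 (standard error 0.14, adjusted p = 0.00199 from edgeR). Aldoc, an aldolase, rose by 1.90 (standard error 0.20) and Eno1, enolase, by 1.41 (standard error 0.16) on the log2 scale. Pgam1, Hk1, Pgm2 and Pkm rose by 1.25, 1.17, 1.06 and 0.98, which completes the 8 genes that passed edgeR. Tpi1, Aldoa, Eno1b, Gpi1 and Hk2 had log2 fold changes of 0.93, 0.92, 1.70, 0.52 and 0.67 and, like Ldha, passed in the authors' deposited table but not in edgeR. Pfkp and Gapdh, with log2 fold changes of 0.45 and 1.83, and the barely detected Aldh3b3 passed in neither. Gapdh passed in the DESeq2 fit to the selected genes alone (adjusted p = 0.00183), against 0.218 in the authors' DESeq2 test of all genes. A pass in a fit to genes selected by their p is not independent support. None of 9 genes specific to gluconeogenesis was listed. All 17 listed genes had every overexpression library above every flox library, for which genes selected by their p are favored. The whole table holds 495 higher and 428 lower genes. Against its other genes, the list leaned to higher ones (Fisher's exact test, two-sided, adjusted p = 0.000191 over 16 lists). The test treats genes as independent replicates, which they are not. The lean is also not independent evidence, because the study ranked this pathway on these samples. Reads of Eno1, Eno1b, Pgk1, Pgam1 and Gapdh may be split with near-identical copies, because 49.0%, 61.0%, 66.1%, 37.9% and 74.0% of the 150-base windows of their transcripts occur in transcripts of other genes. Eno1 shares 48.5% of its windows with Eno1b, so the rises of Eno1 and Eno1b may not be separate. With males only, 2 against 2, edgeR called none of the 17. Pfkl and Pgk1 kept their edgeR call in all 6 fits that each left out 1 library, Aldoc in 5, Pgam1 in 4, Eno1 in 3, and Hk1 and Pgm2 in 1 each, while Pkm kept it in 0 of 6 (adjusted p from 0.101 to 0.275 from edgeR). The log2 fold change of Pkm ran from 0.885 to 1.045 over the settings run, and fewer libraries lower the number of calls by construction. The edgeR count of the glycolysis list was 5 and 4 without flox replicate 1 and 3, and 2 and 3 without overexpression replicate 1 and 2.

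**Figure D1:**
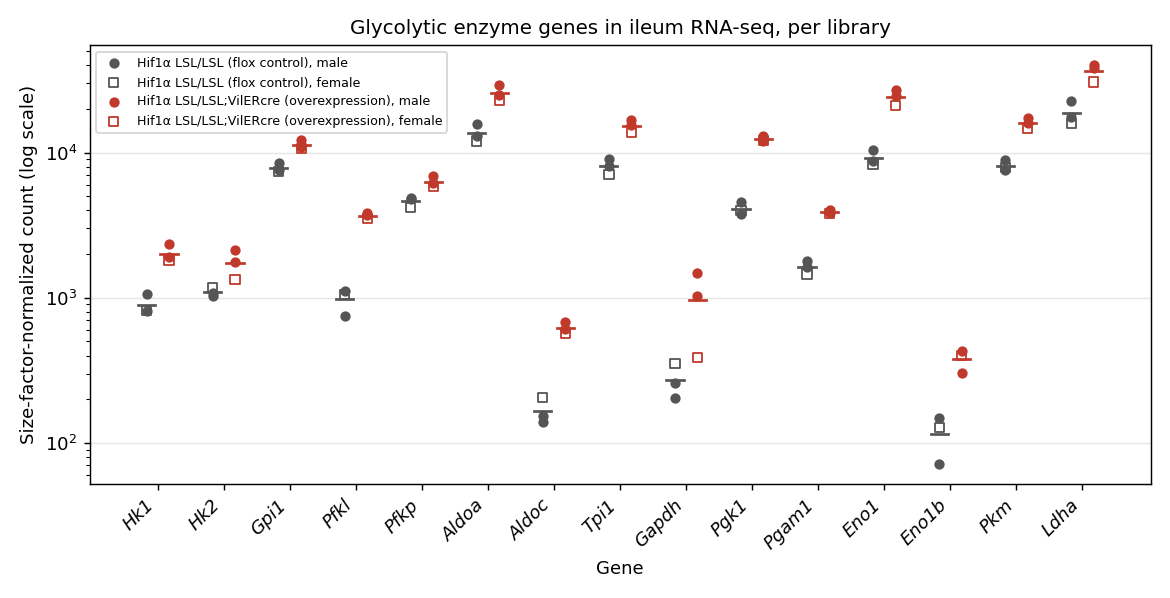
Size-factor-normalized counts (log axis) of 15 genes of the glycolytic steps in each of the 6 ileum libraries. Filled circles are males, open squares females, and horizontal lines the mean of the 3 libraries of a group; for each gene the overexpression libraries lie above the flox libraries, with Gapdh at 387.0 in the female overexpression library and 353.8 in the female flox library.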

Among the top 10 upregulated KEGG pathways by intestine HIF-1α overexpression, glycolysis was ranked number one. In addition, the pentose phosphate pathway was also upregulated. 

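The rise in the pentose phosphate group was carried by enzymes it shares with glycolysis. Of 31 genes, 7 were listed and all 7 were higher. In the authors' deposited table, 5 had an adjusted p under 0.05 (Pfkl, Aldoc, Pgm2, Aldoa and Gpi1), and 3 passed edgeR (Pfkl, Aldoc and Pgm2), or 6 when adjusted over the list alone, which is not independent evidence because the study chose this pathway on these samples. Without overexpression replicate 1, edgeR called 1. The list leaned to higher genes (Fisher's exact test, two-sided, adjusted p = 0.0389 over 16 lists), but genes are not independent replicates. This lean is not independent evidence either, for the same reason. Of the 7 genes, 6 are phosphofructokinases, aldolases, glucose phosphate isomerase and phosphoglucomutase that also stand in the glycolysis list. Pgm2, phosphoglucomutase, averaged 2113 ± 186 (SD, n = 3) normalized counts against 1014 ± 21.3 (SD, n = 3). The 1 gene outside glycolysis was Pgd (ENSMUSG00000028961), phosphogluconate dehydrogenase of the oxidative branch, on chromosome 4 from 149149991 to 149166771. It averaged 6292 ± 706 (SD, n = 3) normalized counts against 5076 ± 956 (SD, n = 3) in flox controls, a log2 fold change of 0.31 (standard error 0.17), and the groups overlapped. Pgd did not pass edgeR (adjusted p = 1) or the threshold in the authors' deposited table. The other 19 genes of the pathway that are not in the glycolysis list, among them G6pdx, Tkt and Taldo1, were not listed.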

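Among the genes that passed in the authors' deposited table with groups apart and a mean of at least 50 normalized counts, leaving out predicted genes, clones, pseudogenes and immunoglobulin segments, the 4 with the largest rise, Slc16a3, Ndufa4l2, Bnip3 and Ak4, are HIF targets outside glycolysis. Of 55 such genes, fixed from general knowledge of HIF, 29 were listed and all 29 were higher, 16 with an adjusted p under 0.05 in the authors' deposited table and 9 with edgeR, or 27 with edgeR when adjusted over the list alone. The lean to higher genes was beyond that of the other listed genes (Fisher's exact test, two-sided, adjusted p = 2.27e-07 over 16 lists), but genes are not independent replicates. Bnip3, a mitophagy receptor, averaged 1979 ± 159 (SD, n = 3) normalized counts against 311 ± 55.0 (SD, n = 3), a log2 fold change of 2.67 (standard error 0.17, adjusted p = 0.000176 from edgeR). Of the 150-base windows of its transcript, 18.5% occur in transcripts of other genes, so its reads may be split with them. Ndufa4l2 had a log2 fold change of 2.69 (standard error 0.29), the adenylate kinase gene Ak4 one of 2.60 (standard error 0.32) and Fam162a one of 1.84 (standard error 0.19), and all passed edgeR. Bnip3 kept its call in all 6 fits that each left out 1 library, and Ndufa4l2, Ak4 and Fam162a kept theirs in 3, 1 and 4. Slc2a1, the glucose transporter GLUT1, averaged 1304 ± 80.1 (SD, n = 3) against 500.0 ± 50.2 (SD, n = 3), a log2 fold change of 1.38 (standard error 0.14, adjusted p = 0.00553 from edgeR), and missed the threshold without overexpression replicate 1 (adjusted p = 0.0633 from edgeR).

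Of 104 genes of HIF-1 signaling, 22 were listed, 19 higher and 3 lower. In the authors' deposited table 15 passed, all higher, and edgeR passed 7, all higher, or 19 when adjusted over the list alone, which is not independent evidence because the study reported this pathway from these samples. Without flox replicate 3, overexpression replicate 1 or overexpression replicate 2, edgeR passed 4, 2 and 4. Of the 22, 11 are glycolytic genes. Of the 11 outside glycolysis, 8 were higher, and Hif1a, Trf and Edn1 were lower without passing in that table or in edgeR. Of the 8, Slc2a1, Pdk1, Nos2, Pfkfb3, Vegfa and Egln1 were higher with an adjusted p under 0.05 in the authors' deposited table, and Slc2a1 and Pdk1 also in edgeR. Nos2, the inducible nitric oxide synthase, had a log2 fold change of 1.23 (standard error 0.25), Pfkfb3, an activator of phosphofructokinase, one of 1.22 (standard error 0.25), Vegfa one of 0.64 (standard error 0.14) and the HIF prolyl hydroxylase gene Egln1 one of 0.63 (standard error 0.14). With the glycolytic genes included, the list leaned to higher genes (Fisher's exact test, two-sided, adjusted p = 0.00726 over 16 lists), but genes are not independent replicates. Nor is this lean independent evidence, because the study reported the pathway from these samples. Its members outside glycolysis were not tested alone.

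The Hif1a gene itself (ENSMUSG00000021109), on chromosome 12 from 73901375 to 73947530, was counted at 534.9, 728.0 and 741.3 in overexpression replicates 1, 2 and 3 and at 740.5, 1063.0 and 1184.7 in flox replicates 1, 2 and 3. Its log2 fold change was -0.58 (standard error 0.20) and did not pass edgeR (adjusted p = 1) or the threshold in the authors' deposited table. Whether reads of the transgene were assigned to this gene is not given in the sources used here, so it does not check the labels. Gm15283, an antisense gene annotated across Hif1a on the other strand, was chosen after its values were seen. It averaged 52.3 ± 13.5 (SD, n = 3) normalized counts in overexpression libraries against 2.88 ± 2.53 (SD, n = 3), a log2 fold change of 4.15 (standard error 0.82), and passed in the authors' deposited table but not in edgeR (adjusted p = 0.272). Of its 2353 exonic bases, 330 lie in exons of Hif1a.

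**Figure D2:**
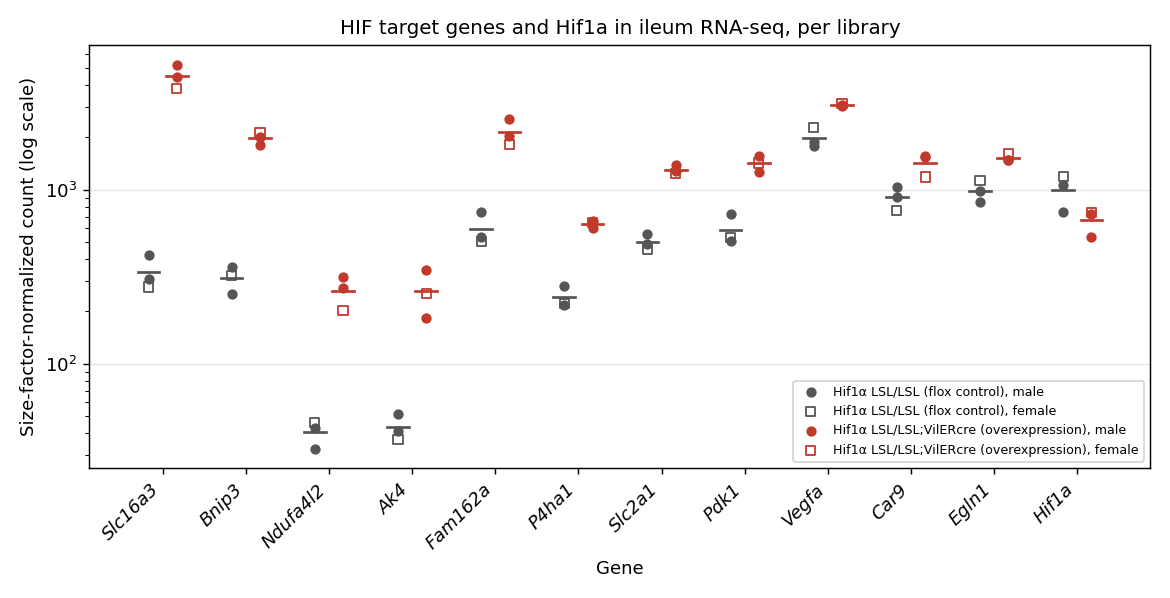
Size-factor-normalized counts (log axis) of 11 HIF target genes and of Hif1a in each of the 6 ileum libraries. Filled circles are males, open squares females, and horizontal lines the mean of the 3 libraries of a group; the overexpression libraries lie above the flox libraries for the targets, and for Hif1a the mean of the overexpression libraries lies below that of the flox libraries.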

Intestine HIF-1α overexpression was validated by the upregulated HIF-1 signaling pathway in KEGG enrichment analysis (Figure 5A). 

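A lactate exporter gene and a gene that inhibits pyruvate entry into mitochondrial oxidation rose in Hif1α LSL/LSL;VilERcre mice. Of 23 genes of pyruvate fate, 4 were listed, 3 higher and 1 lower, and all 4 had an adjusted p under 0.05 in the authors' deposited table, 2 of them also with edgeR. The largest change among the 4 was in Slc16a3 (ENSMUSG00000025161), a lactate exporter, on chromosome 11 from 120948480 to 120960868. It averaged 4497 ± 712 (SD, n = 3) normalized counts against 334 ± 75.8 (SD, n = 3) in flox controls, 13.4-fold higher, a log2 fold change of 3.75 (standard error 0.20, adjusted p = 8.06e-05 from edgeR). Pdk1, a kinase that inhibits pyruvate dehydrogenase, rose from 585 ± 119 (SD, n = 3) to 1417 ± 152 (SD, n = 3), a log2 fold change of 1.28 (standard error 0.17, adjusted p = 0.0240 from edgeR). It kept its call in 1 of 6 fits that each left out 1 library, the one without flox replicate 1, and Slc16a3 in all 6. Ldha, lactate dehydrogenase, was among the most abundant listed genes at 36240 ± 4943 (SD, n = 3) against 18735 ± 3605 (SD, n = 3). Its log2 fold change of 0.95 (standard error 0.18) missed the threshold in edgeR (adjusted p = 0.243). Me3, a mitochondrial malic enzyme, had a log2 fold change of -0.93 (standard error 0.20) and also missed it (adjusted p = 0.408 from edgeR). The list showed no lean to higher genes beyond the rest of the table (Fisher's exact test, two-sided, adjusted p = 0.718 over 16 lists). No gene among 20 of the citric acid cycle and none among 29 of fatty acid oxidation was listed. Of 56 genes of oxidative phosphorylation, 3 were listed, none of them with an adjusted p under 0.05 in the authors' deposited table or in edgeR.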

In line with this, the glycolytic process and pyruvate metabolic process were also in the top gene ontology terms (Figure 5B). Given that an important biological function of glycolysis is to increase the synthesis of cellular building blocks and promote cell proliferation,^16^ this leads to the hypothesis that intestine HIF-1α overexpression rewires metabolic reprogramming toward glycolysis, which, in turn, promotes epithelial cell proliferation and subsequently enhances gut barrier function (Figure 5C). To test this hypothesis, we performed a Seahorse glycolysis stress test using isolated ileum organoids from male and female HIF-α reporter mice (Figure 5D). 

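The cell cycle genes in the table did not pass the adjusted threshold. Of 53 proliferation genes, Ccnd1 and E2f2 were listed, and 51, including Mki67, which encodes Ki-67, were not, so their unadjusted p in the authors' test was not under 0.05 or they were not tested. Ccnd1, cyclin D1, averaged 1870 ± 285 (SD, n = 3) normalized counts in Hif1α LSL/LSL;VilERcre mice against 1311 ± 381 (SD, n = 3) in flox controls, a log2 fold change of 0.51 (standard error 0.21). E2f2, a transcription factor of the S phase, averaged 652 ± 59.6 (SD, n = 3) against 438 ± 178 (SD, n = 3), a log2 fold change of 0.57 (standard error 0.28). Neither passed edgeR (adjusted p = 1 for each) or the threshold in the authors' deposited table, and neither passed with DESeq2 or with edgeR adjusted over the list alone. The other 51 were not fitted. At an unadjusted p under 0.05, edgeR called Ccnd1 and not E2f2. Both values depend on the female flox library, replicate 3, without which the log2 fold changes were 0.32 for Ccnd1 and 0.27 for E2f2. The log2 ratio of overexpression to flox was 1.04 for Ccnd1 and 1.63 for E2f2 in the single female pair, against 0.30 and 0.19 in males. The interaction of effect and sex did not pass in edgeR (adjusted p = 1 for each, unadjusted p = 0.0894 for Ccnd1 and 0.00180 for E2f2), and with 1 female in each group it cannot be separated from a difference between single mice. The paper starts from the role of glycolysis in supplying what cells are built from and in promoting their division. It proposes that HIF-1α overexpression shifts the epithelium toward glycolysis and thereby promotes proliferation. It then measured glycolysis in organoids treated with DMOG, and by staining found significantly more Ki-67-positive cells in ileum crypts of both sexes. Stained crypt cells and Mki67 RNA of ileum tissue are unlike measures, so the unlisted Mki67 does not test that count.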

Pretreatment with DMOG led to significantly enhanced HIF-α luciferase activity and glycolysis in male ileum organoids (Figure 5E–G). However, these effects were not significant in female ileum organoids (Supplemental Figure S1, http://links.lww.com/HC9/B81), likely owing to the loss of estrogen effect in the vitro system.^17^

**FIGURE 5:**
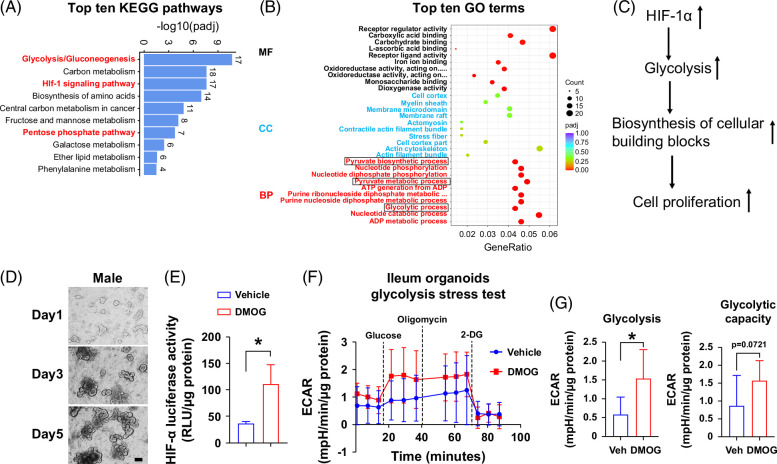
Intestinespecific HIF-1α overexpression leads to metabolic reprogramming toward glycolysis. Ileum RNA-seq analysis revealed metabolic reprogramming toward glycolysis by intestine-specific HIF-1 overexpression in male mice. (A) Top 10 KEGG pathways. (B) Top 10 GO terms (n = 3/group, male). (C) Schematic of working hypothesis. (D) Representative images of ileum organoids isolated from male ODD-luc mice. Scale bar, 100 μm. (E) Male ileum organoids HIF-α luciferase activity treated with 1 mM DMOG for 24 hours. (F) Glycolysis stress test profile of ileum organoids determined by Seahorse XFe96 (n = 5 replicates). One representative result from 2 independent experiments is shown. (G) Glycolysis and glycolytic capacity. Statistical significance was set to *p<0.05, Unpaired t test. Abbreviations: DMOG, dimethyloxalylglycine; GO, gene ontology; HIFα, hypoxia-inducible factor-1α; KEGG, Kyoto Encyclopedia of Genes and Genomes.

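The listed glycolysis and HIF target genes were compared by the sex given in the sample labels. In the 2 males per group, the 16 listed glycolysis genes with a ratio in both sexes had a median log2 ratio of overexpression to flox of 1.14, and in the single female pair the median was 0.97, with all 16 above 0 in each sex. Of the 29 listed HIF targets outside glycolysis, 29 were above 0 in males and 28 in the female pair, with medians of 1.06 and 0.80. Slc16a3 had a log2 ratio of 3.73 in males and 3.79 in the female pair. Gapdh had a log2 ratio of 2.44 in males and 0.13 in the female pair. Whether the effect differed between the sexes was tested with an interaction term in edgeR's quasi-likelihood test. No listed gene passed at an adjusted p under 0.05. Of the 785 genes fitted, 16 had an unadjusted p under 0.05, a smaller share than the 0.05 that an even spread of p gives. With 1 female in each group, a difference between the sexes cannot be separated from a difference between single mice, and ratios above 0 in each sex are nearly given, because the genes were listed for their change over both sexes together. In males only, edgeR called 0 of the glycolysis list.

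**Figure D3:**
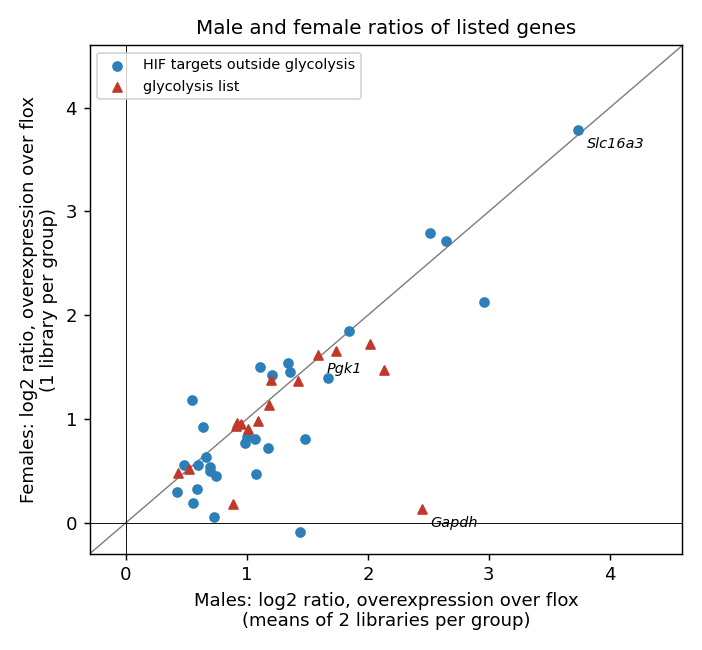
Log2 ratio of overexpression to flox in males (horizontal axis, means of 2 libraries per group) and females (vertical axis, 1 library per group) for the listed glycolysis genes (triangles) and HIF targets outside glycolysis (circles). The grey line marks equal ratios; Gapdh, at 2.44 and 0.13, lies farthest from it, and Slc16a3, at 3.73 and 3.79, lies close to it.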

### Intestine-specific HIF-1α overexpression promotes epithelial cell proliferation and improves intestinal morphology

To validate that intestine epithelial HIF-1α overexpression promotes epithelial cell proliferation, we performed Ki-67 immunohistochemical staining. The number and percentage of Ki-67–positive staining cells in the crypts of ileum were significantly increased by intestine epithelial HIF-1α overexpression in both males and females (Figures 6A, B). Consistent with this, the villus length of the ileum was markedly increased in the male Hif1α^LSL/LSL;VilERcre^ mice accompanied with a more tidy alignment along the intestinal lumen compared to the male Hif1α^LSL/LSL^ mice, as shown by H&E staining. Similar findings were present in female mice. Moreover, there were more abundant goblet cells in the colons of male Hif1α^LSL/LSL;VilERcre^ mice compared to Hif1α^LSL/LSL^ male mice, as shown by Alcian blue positive staining cells. Although the number of goblet cells was not significantly changed in female mice, the size of mucin-secreting granules was larger in Hif1α^LSL/LSL;VilERcre^ mice than in Hif1α^LSL/LSL^ mice (Figures 6C, D). Collectively, intestine epithelial HIF-1α overexpression led to a significantly increased epithelial cell proliferation and markedly improvement of intestinal morphology, implying enhanced gut barrier function.

**FIGURE 6:**
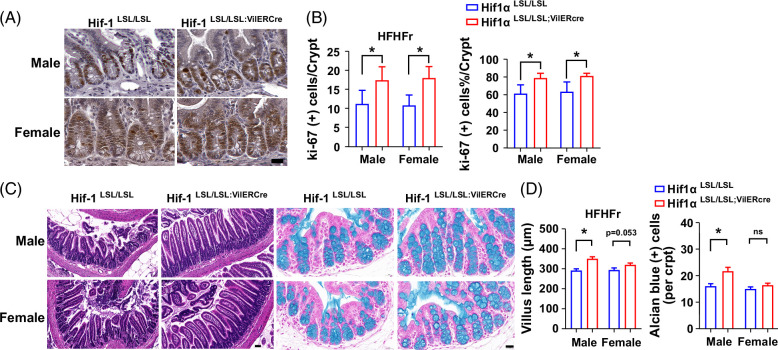
Intestinespecific HIF-1α overexpression promotes epithelial cell proliferation and improves intestinal morphology. (A) Representative photomicrographs of IHC staining of Ki-67 in the ileum section. Scale bar, 20 μm. (B) Quantitation of Ki-67–positive cell numbers and percentages in ileum crypts (30–50 crypts/10–15 field/mouse, n = 3). (C) Representative photomicrographs of H&E staining of the ileum (left panel, scale bar 50 μm) and Alcian blue staining of colon section (right panel, scale bar 20 μm) (n = 5–7, male; n = 5, female). (D) Villus length of ileum and goblet cell number quantification. Data represent means ± SD. Statistical significance was set to *p < 0.05, Unpaired *t* test. Abbreviations: H&E, hematoxylin and eosin; HIFα, hypoxia-inducible factor-1α; IHC, immunohistochemical

### The effect of sex on intestinal HIF activity in response to dietary fructose

To examine the effect of sex on tissue-specific HIF activity, we measured the intestine HIF-α luciferase activity in both male and female ODD-luc mice in response to fructose feeding and fructose washout (Figure 7A). We found that basal HIF-α luciferase activity of ileum epithelium is higher in female mice than in male mice. Fructose feeding led to reduced HIF-α luciferase activity and that was restored with fructose washout. The changes in HIF-α luciferase activity were more pronounced in female mice (Figure 7B). Moreover, the alterations of ileum luciferase activity parallel the alterations of cecum weight and cecum/BW ratio (Figure 7C), which is an indicator of gut bacteria mass,^18^ suggesting a link between HIF-1 activity and gut microbiota.

**FIGURE 7:**
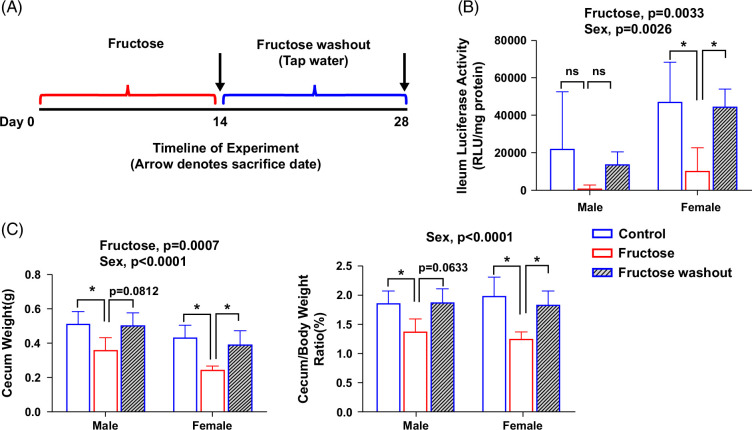
The effect of sex on intestinal HIF activity in response to dietary fructose. (A) Schematic timeline of the experiment. (B) Ileum HIF-α luciferase activity. (C) Cecum weight. (D) Cecum/body weight ratio. Data represent means ± SD (n = 5 except n = 3 in male fructose washout). *p < 0.05, 2-way ANOVA followed with the Tukey multiple comparison test. Abbreviation: HIFα, hypoxia-inducible factor-1α.

## DISCUSSION

Accumulated evidence has shown that gut barrier dysfunction plays a causal role in the development of MASLD as well as in ALD through the gut-liver axis. A variety of strategies aimed at the improvement of gut barrier function have been shown to be promising in the attenuation of metabolic diseases. HIF-1 is known to regulate gut barrier function through a cascade of gene transcription that is directly involved in gut barrier protective function, including *TFF3*, *CLDN1*, *ABCB1*, *MUC-3*, *LL-37*, and *β-defensin*.^19^ Intestine epithelial Hif1α deficiency exacerbates alcohol-associated liver disease by worsening gut barrier function.^20^ Conversely, pharmacological activation of HIF-1 improves gut barrier function and protects against murine colitis.^13^ In the current study, we demonstrated that pharmacological activation of HIF-1 and genetic forced intestine HIF-1 overexpression protects against western diet–induced MASLD and was associated with reduced systemic inflammatory response and hepatic bacterial translocation. Our study suggests that intestine HIF-1 activation is a promising strategy for the treatment of MASLD. Of note, while both prolyl hydroxylase (PHD) and von Hipple Lindau inhibition result in HIF activation, PHD inhibitors or genetic disruption of PHDs have been shown to effectively activate HIF-1α and to improve gut barrier function in murine colitis models.^13^^,^^21^^–^^23^ However, disruption of von Hipple Lindau in the gut epithelium leads to stabilization of both HIF-1α and HIF-2α, with the proinflammatory effects of HIF-2α being dominant in the colitis model.^23^ In the current study, we demonstrated the beneficial effects of PHD inhibitors in the HFr-induced metabolic disorder model.

Under physiological hypoxia of the intestine lumen, HIF is stabilized through oxygen depletion owing to mitochondrial β-oxidation of butyrate, a metabolic process which consumes oxygen at a higher rate.^11^ Depletion of butyrate-producing bacteria with broad-spectrum or specific antibiotics reprograms metabolism toward glycolysis, diminishes physiologic hypoxia, and leads to reduced intestinal HIF stabilization and impaired gut barrier function that can be rescued by butyrate supplementation.^11^^,^^24^^,^^25^ These studies highlight the importance of metabolic regulation of intestine HIF activity under physiological conditions. However, our RNA-seq data show that forced intestine HIF-1 overexpression resulted in enhanced glycolysis in the ileum of transgenic mice. This is not surprising since it is well-known that a major role of HIF-1 is the regulation of glycolysis.^26^ Unlike in physiological conditions, this metabolic reprogramming led to a marked improvement in intestine morphology and reduced bacterial translocation and inflammatory responses, suggesting enhanced gut barrier function.

The biological significance of glycolysis in the regulation of proliferation is well documented.^16^ This leads to the hypothesis that upregulated glycolysis promotes cell proliferation, in turn enhancing gut barrier function. This is supported by increased Ki-67–positive staining cells and improved intestine morphology as a result of intestine HIF-1α overexpression (Figure 6). In line with this, stimulation of epithelial cell proliferation by targeting gp130 signaling confers protection of gut barrier function and improves fructose-induced steatosis.^7^^,^^10^ While most studies focus on the role of HIF-1 on the transcriptional regulation of tight junction, antimicrobial peptide, and mucosa protective genes, our study provides evidence that intestine HIF-1 overexpression–induced metabolic reprogramming toward glycolysis may lead to intestine epithelial cell proliferation and enhanced gut barrier function. Nonetheless, more detailed studies are needed to validate this concept.

While HIF-1α is ubiquitously expressed across normal tissues and cell types,^27^^,^^28^ its role appears to be cell type–specific and context-specific. Contrary to the role of HIF-1 in the intestine epithelial cells, hepatocyte HIF-1 deficiency protects against high-fat diet–induced MASLD.^29^ However, Ochiai et al^30^ reported that hepatocyte HIF-1 deficiency exacerbates insulin resistance and glucose intolerance in mice fed with a high-fat high-sucrose diet. Moreover, the debate also exists regarding the role of hepatocyte HIF-1 in alcohol-induced hepatic steatosis and liver injury,^31^^,^^32^ highlighting the complexity of HIF signaling in the context of metabolic liver diseases.

Similarly, the role of HIF-1 in the intestine is cell-type and disease-dependent. A previous study showed that endothelial-specific deletion of HIF-1α protects against radiation-induced enteritis, whereas epithelial-specific deletion of HIF-1α does not.^33^ Given that the primary lesion initiated by intestinal radiation damage is endothelial cell apoptosis, it is likely that HIF-1α plays a critical in the regulation of this process. In addition to epithelial and endothelial cells, the gut microenvironment is composed of a variety of cell types, including innate immune cells and adaptive immune cells. The communication between these cells is essential to maintain intestinal homeostasis and gut barrier function.^34^ Accumulated evidence suggests that HIF plays a central role in the maintenance of gut barrier function by integration of a variety of cell types.^35^ For instance, HIF-1α–dependent induction of FoxP3 enhanced anti-inflammatory effect of regulatory T cells and protected against T-cell–mediated colitis.^36^ Moreover, HIF-1 signaling in dendritic cells indirectly contributes to the activation of regulatory T cells.^37^ On the other hand, HIF-1–dependent IL-22 production in group 3 innate lymphoid cells contributes to the protection of *C. rodentium*–induced colitis.^38^ Deletion of HIF-1 in myeloid cells leads to unresolved inflammation in a DSS-induced colitis murine model.^39^ However, HIF-1 deficiency suppresses inflammation in murine models of arthritis and skin inflammation owing to metabolic reprogramming toward glycolysis.^40^ Given the cell-type–specific role of HIF-1 in gut barrier function, it will be interesting to examine the effects of gain- and loss of HIF-1α in the different cell types of intestine in the context of MASLD.

Sex difference in patients with MASLD has been noted, with women of reproductive age being protected from MASLD and having a 50% lower risk compared to men.^41^ In our study, the sex difference in HFHFr-induced MASLD was recapitulated. Male mice exhibited more severe hepatic steatosis compared to female mice, and that was markedly attenuated by intestine epithelial HIF-1α overexpression in male but not female mice, suggesting that the sex difference in MASLD is intestine epithelial HIF-1 dependent. A sex difference in HIF-1–mediated Treg response has been reported in the liver.^42^ Our data show a decreased bacterial translocation and inflammatory response in male mice, suggesting improved gut barrier function and/or altered gut microbial composition resulting from intestine epithelial HIF-1α overexpression. On the other hand, we noticed that hepatic macrophage numbers were comparable between female and male Hif1α^LSL/LSL^ mice when fed with the HFHFr diet, despite reduced hepatic fat accumulation in female mice. However, the number of F4/80-positive macrophages was not reduced in female mice by intestine HIF-1 overexpression. These seemingly paradoxical phenotypes suggest that a functional difference in hepatic macrophages may exist between male and female mice.^43^ Whether or not the subpopulations of hepatic macrophages are sex-specific warrants further investigation.

In the current study, tamoxifen was injected to induce intestine epithelial–specific HIF-1α overexpression. Recent studies suggest that tamoxifen treatment results in off-target metabolic effects independent of Cre recombinase activation–induced gene expression in a sex-dependent manner.^44^^–^^46^ Thus, tamoxifen may be a confounding factor in the sex differential effects on the improvement of MASLD by intestine epithelial HIF-1α overexpression. Although both male and female flox control mice [Cre (−)] and Cre (+) mice received an equal dose of tamoxifen, whether tamoxifen induces off-target effects in a sex-dependent manner in the context of HFHFr and intestine HIF-1α overexpression remains elusive. Given that higher basal levels of HIF-1α protein were observed in female human pulmonary artery smooth muscle cells, which increases the risk of females developing pulmonary arterial hypertension,^47^ we examined the sex difference of HIF-α activity in the intestine in HIF-α reporter mice. Interestingly, we found a higher basal ileum HIF-α activity with more pronounced alterations in response to dietary fructose and washout in female mice, likely owing to the effect of estrogen.^17^ Given the critical role of HIF in the gut barrier function, a higher basal intestine HIF activity may explain, at least partially, why females are resistant to developing MASLD. On the other hand, it is conceivable that forced intestine epithelial HIF-1α overexpression has more prominent effects on the protection against MASLD in males than in females, likely due to the sex difference in the basal intestine HIF activity. Future studies investigating sex differences in cell-specific and tissue-specific HIF activities may help to understand sex as a biological variable in health and disease.

In summary, intestine HIF-1 activation is a promising therapeutic strategy for MASLD. However, the sex differential response to intestine HIF activation in the context of MASLD must be taken into consideration.

## Supplementary Material

**Figure:**
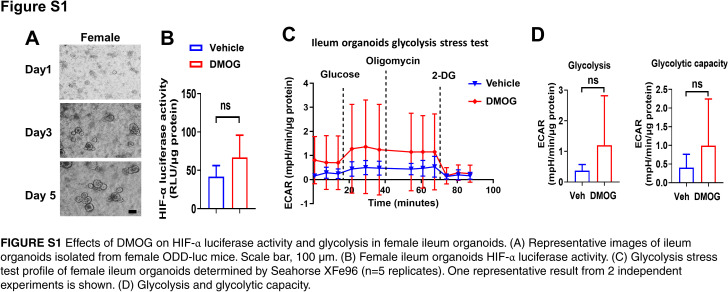

# Supplementary material for: Intestine epithelial–specific hypoxia-inducible factor-1α overexpression ameliorates western diet–induced MASLD
**Source:** Hepatol Commun. 2024 Nov 25;8(12):e0572. doi: 10.1097/HC9.0000000000000572
**Supplement:** Supplementary file 1

**SUPPLEMENTARY METHODS**

**Animal experiments**

ODD-luc mice (HIF-α luciferase reporter mice, FVB/NJ background, Jackson Lab #0062606) [^1^](#_ENREF_1), LSL-HIF1 dPA mice (Jackson Lab # 009673) [^2^](#_ENREF_2) and villin-cre-ERT2 (Jackson Lab #020282) [^3^](#_ENREF_3) were obtained from Jackson Laboratory (Bar Harbor, ME). Intestinal epithelial-specific Hif1α overexpression mice (Hif1α^LSL/LSL;VilERcre^) and wild-type littermates (Hif1α^LSL/LSL^) were generated by crossing LSL-HIF1 dPA mice with villin-cre-ERT2 mice (both are on a C57BL/6 background). The animals were group-housed in a temperature- and humidity-controlled room with a 12:12 h light-dark cycle and were on a standard pelleted rodent chow diet (5010, LabDiet). Tamoxifen was IP injected at the dose of 100mg/kg for three consecutive days to activate the Cre. Homozygous flox mice served as controls and received equal amount tamoxifen injection. After a one-week washout of tamoxifen effects, age matched (12 weeks ±) male mice were fed with high-fructose diet (HFr). Both male and female mice were fed with high-fat (D12492, Research diets, New Brunswick, NJ) and high-fructose diet (HFHFr) for 8 weeks as indicated. High fructose was given *ad libitum* via tap water containing 30% fructose (w/v) as the only water source during the entire experiment. Fructose enriched drinking water was changed twice a week. Body weight and food consumption were monitored weekly. At the end of experiment, all the animals were sacrificed under anesthesia with ketamine/xylazine (100/10mg/kg I.P. injection) after fasting for 4 hours. Blood was collected from the inferior vena cava, and citrated plasma was stored at -80°C for further analysis. Portions of liver tissue were fixed with 10% formalin, portions of distal ileum and proximal colon were fixed with Carnoy's solution for subsequent sectioning, and the other tissues were snap-frozen with liquid nitrogen.

***Ex vivo* bioluminescence imaging (BLI)**

8-10-week-old male ODD-luc mice were fed with rodent chow diet and free access to tap water or tap water containing 30% fructose or 30% glucose (w/v) as control for 2 weeks. Mice on fructose or glucose received the hydroxylase inhibitor dimethyloxalylglycine (DMOG, Cayman Chemical, Cat#: 71210) 8mg or equal volume of vehicle control via i.p. injection every second day for 2 weeks. Blood glucose was measured by glucose meter after 2 weeks treatment. At the end of experiment, the full-length GI tracts (from stomach to anus) were removed after euthanasia by cervical dislocation. Luciferase activities of entire GI tract were evaluated by bioluminescent imaging (BLI). The first image was taken in approximately 15 min post D-luciferin injection and continued every 5 mins for 45mins. D-luciferin potassium salt (Gold Biotechnology, Cat#: LUCK-1G; St Louis, MO) was IP injected at the dose of 150mg/kg BW 5mins before euthanasia. Color bar indicates photons/(ph/s/cm2/sr) with minimum and maximum threshold values [^1^](#_ENREF_1). Luciferase activity was calculated by the area under the kinetic curve (AUC) of luminescence.

**Intestine epithelium HIF-α luciferase activity assay**

8-10-weeks-old male and female ODD-luc mice were fed with rodent chow diet and free access to tap water or tap water containing 30% fructose (w/v) for two weeks. Fructose-fed mice were switched to tap water for two more weeks. At the end of experiment, all the animals were sacrificed under anesthesia with ketamine/xylazine (100/10mg/kg I.P. injection) after fasting for 4 hours. Distal ileum was harvested, and gut epithelium was scraped with slides. Luciferase activities of the ileum epithelium were measured using Promega luciferase assay system following the supplier’s instruction (Cat# E1500, Promega, Madison, WI) and normalized with protein concentration.

All animal studies were approved by the University of Louisville Institutional Animal Care and Use Committee, which is certified by the American Association of Accreditation of Laboratory Animal Care.

**Liver enzymes and plasma biochemical assay**

Liver enzymes and plasma biochemical assays were performed with com- mercially available kits: alanine aminotransferase (ALT), aspartate aminotrans-ferase (AST), triglyceride (Infinity, Thermo Electron, Melbourne, Australia); non-esterified fatty acid (NEFA) (Wako Chemicals, Richmond, VA). Plasma cytokines were measured by Proteome Profiler Mouse XL Cytokine Array following the manufacturer’s instructions (Cat# ARY028, R&D systems, Inc., Minneapolis, MN) (n=6/group, 3 different plasma samples from the same group were pulled together for the detection of cytokines in one membrane). Plasma LPS was measured by chromogenic LAL endotoxin assay kit (Cat# L00350, GenScript USA Inc., Piscataway, NJ). Plasma CCL6 (Cat# LS-F56024, LSBio, Lynnwood, WA) was measured by ELISA.

**Histology and immunohistochemistry**

Formalin-fixed, paraffin-embedded (FFPE) liver and adipose tissue sections were cut at 5 μm thickness and stained with hematoxylin and eosin (H&E). Carnoy's solution fixed, paraffin-embedded swiss-rolled distal ileum section and vertical proximal colon sections were stained with H&E and Alcian blue, respectively. Nucleus were counterstained with nuclear fast red for Alcian blue staining. For immunohistochemistry (IHC), liver and intestine sections were deparaffinized and rehydrated, followed by antigen retrieval and blocking, then incubated with primary antibody anti-F4/80 (Cat#: 70076S, Cell Signaling, Danvers, MA) for liver, anti-ki67 (Cat#: ab16667, abcam, Waltham, MA) for intestine, overnight at 4°C [^4^](#_ENREF_4). Then, the sections were incubated with horseradish peroxidase-conjugated secondary antibody for 1 h at room temperature, then stained with DAB (Cat#: SK-4105, Vector Laboratories Inc, Newark, CA, USA) for 5 min followed by counterstaining with hematoxylin, dehydration and mounting. Slides were scanned with PANNORAMIC Desk digital slide scanner (3DHISTECH Ltd., Budapest, Hungary) and images were taken with CaseViewer (3DHISTECH Ltd., Budapest, Hungary). F4/80 positive staining cells were counted on five to eight non-overlapping fields per section at 200× magnification. Crown-like structures (CLS) in adipose tissue were counted on five to ten fields per section at 100× magnification. Goblet cells were manually counted within well-oriented crypt structures in six randomly selected crypts. Villus length was measured from the tip of the villus to the base of crypt with CaseViewer [^5^](#_ENREF_5). Ki-67 positive cells were counted in 30-50 crypts per section.

**Hepatic Triglyceride Assay**

Liver tissues were homogenized in ice-cold phosphate buffered saline. Hepatic total lipids were extracted with chloroform and/or methanol (2:1) according to the method described by Bligh and Dyer [^6^](#_ENREF_6). Hepatic triglyceride content was deter- mined by commercially available kit (Infinity, Thermo Electron, Melbourne, Aus- tralia).

**Glucose tolerance test (GTT) and Insulin tolerance test (ITT)**

Mice were IP injected with 10% glucose (Sigma, St. Louis, MO, United States) at the dose of 1 g/kg body weight after 5 hours fasting at week 5 of HFr for GTT, or recombinant human insulin (Humulin R, Lilly USA, LLC, Indianapolis, IN) at the dose of 0.50 U/kg body weight after 5 hours fasting at week 7 of HFr for ITT. Glucose levels were obtained at 0, 15, 30, 60, and 120 min. Blood samples were obtained by tail nick and glucose levels were measured using an ACCU-CHEK Aviva glucose meter and test strips (Roche Diagnostics, Basel, Switzerland).

**Isolation of DNA and real time RT-PCR**

DNAs were extracted from approximately 20 mg of liver tissue using the QIAamp DNA Mini Kit (Cat# 51304, Qiagen, Germantown, MD) per the manufacturer’s instructions. Hepatic bacterial DNA was detected by quantitative PCR (qPCR) on a 7500 Real Time PCR System (Applied Biosystems, Carlsbad, CA) using universal primers for the bacterial 16S ribosomal RNA gene (Eub forward 5’-

ACTCCTACGGGAGGCAGCAG-3’, reverse 5’-ATTACCGCGGCTGCTGG-3’) and normalized to host 18S rRNA (forward 5’-CTGAGAAACGGCTACCACATC-3’, reverse 5’-GCCTCGAAAGAGTCCTGTATTG-3’) [^7^](#_ENREF_7). The relative gene expression was analyzed using the 2- ΔΔCt method.

**16S ribosomal RNA (16S rRNA) sequencing and data analysis**

Microbial genomic DNA was extracted from frozen cecum fecal samples. The composition of fecal microbiota was analyzed using Illumina MiSeq technology targeting the variable V3 and V4 regions of 16S ribosomal RNA. Quality control of raw sequence files was performed using FastQC and further analyzed using QIIME 2 (version 2019.04) as described [^8^](#_ENREF_8).

**Cecal albumin assay**

The intestinal permeability was assessed by measuring the albumin content in the cecal feces by ELISA (Cat#: ab207620, abcam, Waltham, MA) [^9^](#_ENREF_9). Feces was first diluted in 1 × PBS (10mg/ml), then further diluted in dilution buffer and analyzed following the manufacturer’s instructions.

**RNA-seq**

Ileum total RNA was extracted using RNeasy Mini Kit (Cat# 74104, Qiagen, Germantown, MD). RNA integrity was tested by Agilent 2100 bioanalyzer with RNA Integrity Number (RIN) between 7-9. Poly A enriched mRNA was used for library construction to avoid genomic DNA contamination. Constructed sequencing libraries were subject to sequencing using the Illumina Novaseq PE 150 platform (paired-end, 150 bp). Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from raw data. Index of the reference genome was built using Hisat2 v2.0.5 and paired-end clean reads were aligned to the reference genome (ensembl_mus_musculus_grcm38_p6_gca_000001635_8) using Hisat2 v2.0.5. Feature Counts v1.5.0-p3 was used to count the reads numbers mapped to each gene, and then fragments per kilobase of transcript per million mapped reads (FPKM) of each gene was calculated based on the length of the gene and reads count mapped to this gene. 

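The group values in the authors' deposited table are means over 3 libraries in each group, not 2, and a DESeq2 fit of 3 against 3 to the deposited counts gave log2 fold changes within 0.00722 of those in the authors' deposited table for the 785 genes with an adjusted p. The adjusted p values in it are those of a Benjamini-Hochberg adjustment over 19204 genes. Another 138 listed genes, with means of at most 4.16 normalized counts, have 1 in that column and were treated here as having no adjusted p.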

Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (1.20.0). Genes with an adjusted P-value <0.05 found by DESeq2 were assigned as differentially expressed. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of differentially expressed genes were implemented by the clusterProfiler R package. GO terms with corrected P value less than 0.05 were considered significantly enriched by differential expressed genes.

**Isolation of mouse intestinal crypts and growth of intestinal organoids**

Intestinal crypts were isolated and organoids were cultured using IntestiCult Organoid growth medium (Cat#06005, Stemcell Technologies, Cambridge, MA) follow supplier’s instruction as described [^10^](#_ENREF_10). Briefly, 15cm of distal small intestine, including ileum, were removed from 8-week-old male and female ODD-luc mice, opened longitudinally and washed with ice-cold PBS without Ca^++^ and Mg^++^. Then, the intestine was cut into 2 mm segments and washed extensively with cold PBS. The intestinal pieces were incubated with Gentle Cell Dissociation Reagent (Cat# 100-1077, Stemcell Technologies, Cambridge, MA) on a gently rotating platform for 15 min. Subsequently, the dissociation reagent was removed, and intestine segments were washed with PBS containing 0.1% BSA by vigorous pipetting. The washing step was repeated four times and the supernatant collected from each wash and labeled as fraction 1-4. Fractions three and four containing the intestinal crypts were pooled and filtered through a 70 μm cell strainer (Cat#542070, Greiner Bio-One, Monroe, NC). Crypts were counted under the microscope. 1,500 crypts were resuspended in 300 µL of InstestiCult Organoid growth Medium, mixed (1:1) with Corning Matrigel matrix (Cat#CLS356231, Sigma-Aldrich, St. Louis, MO), and seeded onto 24-well plates with 50µl/well, covered with 750 µl IntestiCult Organoid Growth Medium. The growth medium was changed every two or three days. On day 6, the intestinal organoids were transferred to Seahorse XFe96/XF Pro cell culture microplates (Cat#103794-100, Agilent Technologies, Inc., Santa Clara, CA) for Seahorse analysis.

**Seahorse Analysis**

5 organoids in 3 µl of Matrigel® per well were seeded onto XFe96 microplate and covered with 80 µl IntestiCult Organoid Growth Medium. After 24 hours, the organoids were treated with 1mM DMOG for an additional 24 hours [^11^](#_ENREF_11)^,^[^12^](#_ENREF_12). Then, standard glycolysis stress test was performed on Seahorse XFe96 analyzer (Agilent Technologies, Inc., Santa Clara, CA) [^13^](#_ENREF_13). Extracellular acidification rate (ECAR) was measured on addition of 10 mM glucose, 5 µm oligomycin, and 100 mM 2-DG, and normalized with protein content. The HIF-α luciferase activities of ileum organoids in response to 1mM DMOG for 24 hours were examined on 96-well cell culture plates and measured using ONE-Glo™ EX Luciferase Assay System (Cat# E8110, Promega, Madison, WI).

**REFERENCES**

1. Safran M, Kim WY, O'Connell F, et al. Mouse model for noninvasive imaging of HIF prolyl hydroxylase activity: assessment of an oral agent that stimulates erythropoietin production. *Proceedings of the National Academy of Sciences of the United States of America*. Jan 3 2006;103(1):105-10. doi:10.1073/pnas.0509459103

2. Kim WY, Safran M, Buckley MR, et al. Failure to prolyl hydroxylate hypoxia-inducible factor alpha phenocopies VHL inactivation in vivo. *The EMBO journal*. Oct 4 2006;25(19):4650-62. doi:10.1038/sj.emboj.7601300

3. el Marjou F, Janssen KP, Chang BH, et al. Tissue-specific and inducible Cre-mediated recombination in the gut epithelium. *Genesis (New York, NY : 2000)*. Jul 2004;39(3):186-93. doi:10.1002/gene.20042

4. Hou X, Yin S, Ren R, et al. Myeloid-Cell-Specific IL-6 Signaling Promotes MicroRNA-223-Enriched Exosome Production to Attenuate NAFLD-Associated Fibrosis. *Hepatology*. Jul 2021;74(1):116-132. doi:10.1002/hep.31658

5. Hasnain SZ, Wang H, Ghia JE, et al. Mucin Gene Deficiency in Mice Impairs Host Resistance to an Enteric Parasitic Infection. *Gastroenterology*. 03/17/received

01/25/accepted 2010;138(5-10):1763-1771.e5. doi:10.1053/j.gastro.2010.01.045

6. Bligh EG, Dyer WJ. A rapid method of total lipid extraction and purification. *Canadian journal of biochemistry and physiology*. Aug 1959;37(8):911-7.

7. Zhong W, Wei X, Hao L, et al. Paneth Cell Dysfunction Mediates Alcohol-related Steatohepatitis Through Promoting Bacterial Translocation in Mice: Role of Zinc Deficiency. *Hepatology*. May 2020;71(5):1575-1591. doi:10.1002/hep.30945

8. Song M, Yuan F, Li X, et al. Analysis of sex differences in dietary copper-fructose interaction-induced alterations of gut microbial activity in relation to hepatic steatosis. *Biology of sex differences*. Jan 6 2021;12(1):3. doi:10.1186/s13293-020-00346-z

9. Hartmann P, Chen P, Wang HJ, et al. Deficiency of intestinal mucin-2 ameliorates experimental alcoholic liver disease in mice. *Hepatology*. Jul 2013;58(1):108-19. doi:10.1002/hep.26321

10. Dopeso H, Rodrigues P, Cartón-García F, et al. RhoA downregulation in the murine intestinal epithelium results in chronic Wnt activation and increased tumorigenesis. *iScience*. Apr 19 2024;27(4):109400. doi:10.1016/j.isci.2024.109400

11. Okkelman IA, Neto N, Papkovsky DB, Monaghan MG, Dmitriev RI. A deeper understanding of intestinal organoid metabolism revealed by combining fluorescence lifetime imaging microscopy (FLIM) and extracellular flux analyses. *Redox biology*. Feb 2020;30:101420. doi:10.1016/j.redox.2019.101420

12. Li C, Zhou Y, Wei R, et al. Glycolytic Regulation of Intestinal Stem Cell Self-Renewal and Differentiation. *Cellular and molecular gastroenterology and hepatology*. 2023;15(4):931-947. doi:10.1016/j.jcmgh.2022.12.012

13. Ludikhuize MC, Meerlo M, Burgering BMT, Rodríguez Colman MJ. Protocol to profile the bioenergetics of organoids using Seahorse. *STAR Protoc*. Mar 19 2021;2(1):100386. doi:10.1016/j.xpro.2021.100386

**FIGURE S1** Effects of DMOG on HIF-α luciferase activity and glycolysis in female ileum organoids. (A) Representative images of ileum organoids isolated from female ODD-luc mice. Scale bar, 100 μm. (B) Female ileum organoids HIF-α luciferase activity. (C) Glycolysis stress test profile of female ileum organoids determined by Seahorse XFe96 (n=5 replicates). One representative result from 2 independent experiments is shown. (D) Glycolysis and glycolytic capacity.

How the deposited data were processed for this re-analysis (not part of the article)

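The ileum RNA-seq experiment compared 3 Hif1α LSL/LSL;VilERcre mice (overexpression) with 3 Hif1α LSL/LSL littermates (flox controls), each group with 2 males and 1 female by the sample labels. The other experiments of the paper (glucose tolerance, histology, cytokines, organoids and luciferase imaging) were not analysed here.

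The authors filtered read pairs of 150 bp, aligned them to GRCm38 with HISAT2 (version 2.0.5) and counted fragments per gene with featureCounts. The deposited counts are whole numbers per gene and library. The authors divided them by a size factor per library to give a normalized signal, here called normalized counts, and by gene length and library total to give FPKM. The deposited log2 fold changes and p-values are the authors' DESeq2 output, with the adjusted p-value over 19204 genes. The deposited table was found to hold 923 genes, all with an unadjusted p-value under 0.05. Whether the library kit and counting used strand is not given in the sources used here, so reads of a gene and an overlapping antisense gene may not be told apart.

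The main test was edgeR's (version 4.0.16) quasi-likelihood test in R 4.3.3 on the deposited counts of the 785 genes for which the authors' table holds an adjusted p, 3 libraries against 3, without covariates, adjusted over 19204 genes by the Benjamini-Hochberg method. The design written before the data were examined named TMM scaling over all genes. TMM assumes that most genes did not change, which a set selected by p need not meet, so the deposited size factors took its place, and TMM over the listed genes was run as an alternative. The same design says that in a table of selected genes the authors' calls describe which genes changed and the fit gives standard errors. Both are therefore printed, each by name. The edgeR count is the reference for the alternatives, and the authors' calls stand as an added alternative, an arrangement made after both counts had been seen. Fold changes of selected genes lean high. Library totals behind the deposited FPKM ran from 18918341 to 24905343. With 3 mice per group, precision is given as the SD over mice and the standard error of the fit. No set of 3 against 3 allows an exact permutation p below 0.1.

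The steps were tested on simulated data: counts of 19204 genes, 50 of them changed at each of 4 known folds, were drawn from the flox means and edgeR dispersions of the listed genes, genes with a DESeq2 p under 0.05 were selected as in the deposited table, and the same fits were run on the 1071 selected. At a simulated log2 fold change of 0.6, 1, 1.5 and 2, edgeR recovered 4%, 22%, 50% and 60% of 50 changed genes each, with 3 false calls among 71. DESeq2 on the selected genes recovered 20%, 42%, 70% and 76%, with 32 false calls among 136. DESeq2 on all simulated genes, the form of the authors' test, recovered 18%, 44%, 70% and 78%, with 36 false calls among 141. In the simulation edgeR therefore missed more changed genes, and DESeq2 made more false calls than its threshold of 0.05 allows. All simulated genes took their means and dispersions from genes selected by p, and 1071 had a p under 0.05. In the authors' test 785 genes with an adjusted p did, fewer than the 960.2 of an even spread. The simulated false calls and recovery can therefore not be carried over to the authors' 77 genes.

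Before the data were examined, 41 gene lists were fixed (pathways, cell types and processes of the ileum). For lists with at least 3 listed members, the higher and lower members were compared with the other listed genes by Fisher's exact test, two-sided, adjusted over the 16 lists tested. The test counts genes measured in the same mice as if they were independent, so its p does not measure the spread between mice. The design named this test for genes past the authors' threshold, and it was run on all listed genes because the table holds genes by their unadjusted p. Genes were named by a rule fixed at the same time, after Figure 5 had been seen: the 10 largest rises and falls among genes with an adjusted p under 0.05, groups apart and a mean of at least 50 normalized counts, leaving out predicted genes, clones, pseudogenes and immunoglobulin segments; a fixed set of genes the paper names, with Defb1 for β-defensin, of which the table holds Hif1a; and the members of the lists with the smallest adjusted p. Members named beyond this rule, among them the listed glycolysis, pentose phosphate, HIF-1 signaling and proliferation genes that did not pass and the genes in the closing observations, were chosen after their values were seen. Gene positions are those of the deposited table, on GRCm38. Reads shared between genes were assessed from 150-base windows of GENCODE M21 transcripts, on the same build, and the overlap of Hif1a and Gm15283 exons from the same annotation. Alternatives were a replicate block, sex as a covariate, males only, each library left out, other scalings, DESeq2 (version 1.42.0), no filter on low counts, a fold threshold, and limma (version 3.58.1) on log2(FPKM + 0.1) or log2(FPKM + 1). No enrichment against unlisted genes was computed, because the genes tested by the authors but not listed were not analysed here. The 3 libraries of a group come from separate mice.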

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

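No test was run on the genes below beyond the fits, and 4 of the 6, the ribosomal RNA gene, the short RNA gene and both pseudogenes, were chosen after their values were seen. They are outside the genes the paper discusses. Being higher in each overexpression library than in each flox library was a condition for flagging them, so this separation is no evidence of a change. Klrb1, a receptor gene of natural killer cells, had a log2 fold change of 1.90 (standard error 0.46) and Acta1 one of 1.87 (standard error 0.28). An annotated ribosomal RNA gene, CT010467.1, averaged 148054 ± 25369 (SD, n = 3) normalized counts against 90479 ± 11915 (SD, n = 3), a log2 fold change of 0.71 (standard error 0.19), and Gm23935, annotated as a microRNA, had one of 0.77 (standard error 0.24). The processed pseudogenes Gm7336 and Gm4735, which share sequence with Gapdh and Eno1b, had log2 fold changes of 0.98 (standard error 0.23) and 1.22 (standard error 0.24). All 6 passed in the authors' deposited table, and of them Acta1 passed in edgeR.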

How the results depend on the processing

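Of these settings, the FPKM library totals, the adjustments over the listed genes or one list alone, the authors' adjusted p and the test on other splits of the libraries were chosen after seeing the data. Of the 51 named genes, Aldh3b3 was fitted under a single setting and Cr2 not with limma; the others, and Cr2 elsewhere, changed direction under no setting run, but directions could hardly change, because the genes had been selected on the same libraries, and the direction tests of the lists stayed on their side of the threshold for the same reason. The number of calls moved widely. Against 22 genes with edgeR, DESeq2 called 73, the authors' deposited adjusted p 77, limma on log2(FPKM + 1) 11, males only 1, and an adjustment over the listed genes alone 325, the last because it treats selected genes as all genes tested. Leaving out 1 library gave 4 to 13 genes, 2 to 7 of the glycolysis list, 1 to 3 of the pentose phosphate list and 2 to 7 of the HIF-1 signaling list, and left none of the 2 listed proliferation genes, which also did not pass in any other setting. Against 8 glycolysis genes, DESeq2 and the authors' adjusted p each gave 14, limma on log2(FPKM + 1) 4, males only 0, and adjustment over the list alone 16. Against 3 pentose phosphate genes, DESeq2 and the authors' adjusted p each gave 5, adjustment over the list alone 6, males only 0, and the genes outside glycolysis 0. Against 7 HIF-1 signaling genes, DESeq2 gave 16, the authors' adjusted p 15, limma on log2(FPKM + 1) 4, males only 0, adjustment over the list alone 19, and the members outside glycolysis 2. Fewer libraries lower the counts by construction; the cause of the other moves was not tested. With the replicate number as a replicate block, edgeR called 41 genes, all 22 among them, 13 of the HIF-1 signaling list and 12 of the glycolysis list. The numbers mark different mice and the labels name no pairing, but replicate 3 is the female in both groups. Same-numbered libraries had correlations of 0.04, 0.03 and 0.06 in their deviations from the group means. These are small, although each was the highest for both of its libraries, so they do not settle whether the numbers pair the mice. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05; the real split called 22 genes, 1 split in all reaching that number, and the highest other split called 4, on genes listed for the real split. TMM over the listed genes shifted the median log2 fold change by -0.09. Rescaling to equal medians, limma without a trend and a pseudocount on normalized counts were not run, because they were written for a table without counts.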

Differences from the paper's values

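The numbers beside the bars of Fig. 5A are not defined in the legend, and the methods give an adjusted p under 0.05 as the threshold. At that threshold edgeR called 8 glycolysis genes against the paper's about 17 in Fig. 5A, read by eye, 7 HIF-1 signaling genes against the paper's about 17 in Fig. 5A, 3 pentose phosphate genes against the paper's about 7 in Fig. 5A, and 3 fructose and mannose genes against the paper's about 8 in Fig. 5A. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's number for glycolysis, HIF-1 signaling and the pentose phosphate list, with 14, 16 and 5 genes, and the replicate block for glycolysis and HIF-1 signaling, with 12 and 13; the others did not. They were not run for the fructose and mannose list. The authors' deposited adjusted p, with 14, 15 and 5 genes for these lists and 7 for fructose and mannose, and edgeR adjusted over each list alone, with 16, 19 and 6 and with 8 for fructose and mannose, also came within it, and both were chosen after seeing the values; the figure does not name the genes, so how many of its genes they drop is not known. At an unadjusted p under 0.05, the threshold of the table itself, the higher members numbered 17, 7 and 8 for glycolysis, pentose phosphate and fructose and mannose, which match the printed numbers, and 19 for HIF-1 signaling. The lists used here, among them the HIF-1 list written from general knowledge, were not taken from the paper and may not hold the same members as its pathways. Matching numbers therefore need not mean the same genes.

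The paper describes the mice as overexpressing HIF-1α. The mean of the Hif1a gene of the mouse annotation was lower in them, with a log2 fold change of -0.58 (standard error 0.20) that did not pass. Whether transgene reads were counted in this gene is not given in the sources used here, so it does not measure the overexpression. All 29 listed HIF targets outside glycolysis were higher. Gm15283, an antisense gene that overlaps Hif1a, was higher, with a log2 fold change of 4.15 (standard error 0.82), and was chosen after its values were seen. The paper gives the RNA-seq mice as male, and the labels give 1 female in each group. The supplement's replicate number also differs from the 3 libraries per group in the table.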

Other observations

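The tests in this part on Hif1a and Gm15283, on the B and plasma cell genes and on the sexes for Gapdh were chosen after the results were seen, and the test of shared Gapdh windows before its result.

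Gapdh was higher in all overexpression libraries, with a narrow margin in the female. Its normalized counts were 1488.9 and 1022.8 in the male overexpression libraries, 387.0 in the female one, and 204.1, 257.4 and 353.8 in flox replicates 1, 2 and 3. A sex difference of the glycolysis response as a whole runs against the median female minus male log2 ratio of the other 15 glycolysis genes, -0.047 (median absolute deviation 0.093), against -2.31 for Gapdh, while a sex difference of Gapdh alone stays open, with an adjusted p of 1 for its interaction term in edgeR (unadjusted p = 0.00119) and 1 female per group. Shared reads are a candidate source of the low counts, since 74.0% of the 150-base windows of the transcript occur in transcripts of 49 other genes, with Gm7336 sharing the most. This had been set as the sign of shared reads before the test, but it bears on the level and does not by itself give a difference between libraries. Whether Gm7336 moved the other way was asked after that result, and it did not. Gm7336 stood at 597.6, 434.2 and 488.4 in overexpression replicates 1, 2 and 3 against 195.2, 340.0 and 237.1 in flox replicates 1, 2 and 3. The other copies were not examined, so shared reads stay open for the difference too.

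The Hif1a gene had a lower mean in the overexpression libraries and did not pass the adjusted threshold in any setting run. The antisense gene Gm15283, which overlaps it, was higher in all overexpression libraries, with 57, 36 and 56 fragments in overexpression replicates 1, 2 and 3 against 4, 0 and 5 in flox replicates 1, 2 and 3. Of its 150-base windows, 2.1% occur in Hif1a transcripts, and the table holds no positions within a gene. Whether its fragments come from the transgene, from the resident locus or from its own transcript stays open, as does whether transgene reads were counted in Hif1a. Library scaling stays open as a part of it: the highest log2 fold change over the 3 scalings was -0.577 (standard error 0.201), but neither of the other scalings raises the listed genes as a whole. A lower level of the resident transcript may be a response to the overexpression, which was not tested.

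Of 39 genes of drug metabolism, 7 were listed, 6 lower and 1 higher, and 2 passed in the authors' deposited table, Cyp3a11 and Cyp4b1. Cyp3a44, a neighbour of Cyp3a11 in a cluster of similar genes, had a log2 fold change of -1.70 (standard error 0.39) and did not pass edgeR. It passed in the DESeq2 fit to the selected genes alone (adjusted p = 0.00821), but not in the authors' DESeq2 test of all genes (adjusted p = 0.237). The list did not lean lower beyond the other listed genes (Fisher's exact test, two-sided, adjusted p = 0.108 over 16 lists). Of 18 circadian genes, Dbp, Nr1d1 and Ciart were listed, all lower, and none passed in the authors' deposited table, edgeR or the DESeq2 fit (Fisher's exact test, two-sided, adjusted p = 0.163 over 16 lists). Slc2a5, the fructose transporter of the small intestine, had a log2 fold change of -0.45 (standard error 0.16) and did not pass. All 8 listed genes of fructose and mannose metabolism were higher, 7 of which also belong to glycolysis (Fisher's exact test, two-sided, adjusted p = 0.0279 over 16 lists). Genes are not independent replicates in this test, and the lean is not independent evidence, because Fig. 5A shows this pathway from the same samples. Saa3, a gene of inflammatory responses, passed in the authors' deposited table, with a log2 fold change of 1.70 (standard error 0.44), as did the stress gene Atf3 with 1.27 (standard error 0.24), and neither passed in edgeR.

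The lists that bear on barrier and cell makeup differed in how many of their genes were listed. None of 10 genes taken from the barrier genes the paper names, 24 mucus and goblet cell genes, 25 T cell and innate lymphoid genes, 33 interferon and antigen presentation genes, 19 enteric neuron and glia genes, 5 interstitial pacemaker cell genes or 6 sex-linked genes was listed. The paper names β-defensin as a class, for which the 10 held Defb1, Defb2 and Defb3, and another beta-defensin gene, Defb37, was lower and passed in the authors' deposited table but not in edgeR. Of 28 junction genes 1 was listed (Cldn4, higher), of 19 stem cell and Wnt genes 2 (Lgr5, at 373 ± 37.7 against 495 ± 42.8 normalized counts, SD, n = 3, and Axin2), of 14 tuft cell genes 2, both lower, of 20 enteroendocrine genes 1, of 27 enterocyte genes 6, 5 of them lower, of 15 proximal bowel genes 2, of 30 lipid absorption genes 4, of 10 bile acid genes 3, of 39 Paneth cell and antimicrobial genes 6, of 26 stress genes 3, of 13 sugar transport genes 2 and of 15 iron genes 2. Among markers of other tissue, 1 of 25 smooth muscle, 1 of 20 fibroblast, 2 of 16 endothelial, 2 of 14 adipocyte, 1 of 23 pancreas and 1 of 27 myeloid genes were listed. Of these lists, the enterocyte, Paneth cell, stress, sugar transport and iron lists held 1 (Cyp3a11), 2 (Nos2 and Saa3), 1 (Atf3), 1 (Slc2a1) and 1 (Ankrd37) genes that passed in the authors' deposited table, and the others none.

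The fixed list of B and plasma cell genes leaned lower in the overexpression libraries, while immunoglobulin segments went both ways. Of 29 genes in the list, 9 were in the table, 8 lower and 1 higher (Fisher's exact test, two-sided, adjusted p = 0.0388 over 16 lists). Markers of related cells are not independent replicates in this test. Of the 9 genes, Ighg2c, Ighd, Pax5 and Cr2 passed in the authors' deposited table. None passed in edgeR over all genes tested, and 7 passed when adjusted over the list alone. Of all 29 immunoglobulin segments in the table, 11 were higher and 18 lower, and of the 5 that passed in the authors' deposited table, Ighg2c, Ighd and Ighg3 were lower and Iglc3 and Ighv4-1 higher, with log2 fold changes of 1.39 (standard error 0.40) and 1.32 (standard error 0.33) that did not pass edgeR. The largest log2 ratio between the size factors of any 2 libraries was 0.41, against a smallest fall of 0.85. The counts were already divided by these factors, so this range does not measure an error left in the scaling. TMM over the listed genes and FPKM library totals shifted the median log2 fold change by -0.09 and -0.009, less than that fall. An error common to all of these scalings was not tested. Lymphoid tissue such as Peyer's patches in flox replicates 2 and 3 alone is a candidate explanation that stays open: over the 8 lower genes, the log2 ratio to the overexpression mean had a median of 2.93 in flox replicates 2 and 3 and of 0.73 in flox replicate 1 (median absolute deviation 0.65), and flox replicate 1 lay above every overexpression library in 5 of the 8. Pax5 was at 9.9, 145.0 and 53.6 normalized counts in flox replicates 1, 2 and 3 and at 8.4, 12.8 and 3.5 in overexpression replicates 1, 2 and 3. Igha, Igkc and Jchain, abundant in plasma cells, were not listed, so their levels are not known here, and fewer B cells in overexpression ileum stays open too.

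If no gene had changed and p were evenly spread, 960.2 of 19204 genes would lie under 0.05, and 785 genes with an adjusted p do. Of these, 290 lie under 0.01, above the 192.04 for an even spread, and between 107 and 146 in each step of 0.01 from there to 0.05, below it.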
